# Transcriptome and Metabolome Analyses Provide Insights into the Watercore Disorder on “Akibae” Pear Fruit

**DOI:** 10.3390/ijms22094911

**Published:** 2021-05-06

**Authors:** Xiao Liu, Hui-Ming Fan, Dong-He Liu, Jing Liu, Yan Shen, Jing Zhang, Jun Wei, Chun-Lei Wang

**Keywords:** sand pear, watercore, transcriptome, metabolome

## Abstract

Watercore is a physiological disorder that commonly occurs in sand pear cultivars. The typical symptom of watercore tissue is transparency, and it is often accompanied by browning, breakdown and a bitter taste during fruit ripening. To better understand the molecular mechanisms of watercore affecting fruit quality, this study performed transcriptome and metabolome analyses on watercore pulp from “Akibae” fruit 125 days after flowering. The present study found that the “Akibae” pear watercore pulp contained higher sorbitol and sucrose than healthy fruit. Moreover, the structure of the cell wall was destroyed, and the content of pectin, cellulose and hemicellulose was significantly decreased. In addition, the content of ethanol and acetaldehyde was significantly increased, and the content of polyphenol was significantly decreased. Watercore induced up-regulated expression levels of sorbitol synthesis-related (sorbitol-6-phosphate dehydrogenase, S6PDH) and sucrose synthesis-related genes (sucrose synthesis, SS), whereas it inhibited the expression of sorbitol decomposition-related genes (sorbitol dehydrogenase, SDH) and sorbitol transport genes (sorbitol transporter, SOT). Watercore also strongly induced increased expression levels of cell wall-degrading enzymes (polygalactosidase, PG; ellulase, CX; pectin methylesterase, PME), as well as ethanol synthesis-related (alcohol dehydrogenase, ADH), acetaldehyde synthesis-related (pyruvate decarboxylase, PDC) and polyphenol decomposition-related genes (polyphenol oxidase, PPO). Moreover, the genes that are involved in ethylene (1-aminocyclopropane- 1-carboxylate oxidase, ACO; 1-aminocyclopropane- 1-carboxylate synthase, ACS) and abscisic acid (short-chain alcohol dehydrogenase, SDR; aldehyde oxidase, AAO) synthesis were significantly up-regulated. In addition, the bitter tasting amino acids, alkaloids and polyphenols were significantly increased in watercore tissue. Above all, these findings suggested that the metabolic disorder of sorbitol and sucrose can lead to an increase in plant hormones (abscisic acid and ethylene) and anaerobic respiration, resulting in aggravated fruit rot and the formation of bitter substances.

## 1. Introduction

Watercore is an internal physiological disorder affecting apples and pears, in which the intercellular air spaces of the flesh become filled with liquid, resulting in tissues with a translucent appearance [1]. Although the watercore of apples is sometimes desired as an indicator of full ripeness and it has been described as having a sweet or sweetish fermented flavor, in some pear cultivars the affected area is slightly brown and tastes bitter, making the watercore pears not acceptable for consumption [2].

Watercore can be found most frequently in late-maturing fruit. A large number of studies have examined environmental, physiological and biochemical factors involved in watercore development [3]. So far, the solution has not been identified precisely. In recent years, most studies have suggested that the accumulation of sorbitol in the intercellular spaces is a possible cause of watercore in apples [4]. A wide range of environmental and physiological factors have been implicated in the incidence of watercore. In general, there are three main factors contributing to watercore incidence: (1) Abnormal temperature. For instance, watercore fruit in the “Hosui” and “Niitaka” pear species was found to increase significantly under higher air temperatures during fruit maturation [5]. (2) Plant hormones. In pear production, gibberellin (GA) is widely used to increase fruit size and promote ripening. However, the exogenous application of GA to “Hosui” fruit resulted in an increase in fruit size and watercore incidence [6,7]. On the contrary, the GA inhibitor paclobutrazol can suppress watercore formation in pears [8]. (3) Mineral nutrition deficiency. Low fruit calcium is supposed to be an important cause of watercore in apples. Moreover, watercore can accelerate the softening of fruit and make it not suitable for storage [3]. Yamaki and Kajiura reported that watercore tissues have a lower hemicellulose and cellulose content than non-watercored tissues [9]. In addition, watercored tissues show increased activity of endocellulase, polygalacturonase, β-galactosidase, xylanase, and arabinase, which participate in pectin, hemicellulose and cellulose production [10]. Even though there are many studies on watercore, most of them stay at the level of physiological research, and the in-depth molecular mechanism is rarely reported.

In Asia, apples with watercore are preferred and considered a delicacy because of their enhanced sweet flavor. However, the significant difference in the sweetness of a watercore apple is likely affected by components other than sugars. Lee and Lumpkin considered these profiles of flavor components and sensory attributes, and determined that the contribution of aroma components, such as ethyl esters, is crucial in producing the flavor characteristics in watercore-rich apples. They appear to be potent, key flavor compounds in watercored apples [11,12]. However, watercore pear not only has no sweet aroma but also smells of alcohol and tastes bitter. The changes of metabolism related to taste have not been studied in pear.

There are large cultivar differences among apples and pears in the susceptibility to watercore. Compared to the number of resistant cultivars, there are a large number that are susceptible. “Akibae” pear is a late-maturing variety, and it has high productivity, high soluble solid content and good storage potential. “Akibae” pear is a self-compatible cultivar and is resistant to black spot disease. However, it is highly susceptible to watercore [13]. Recent technical advancements in transcriptome and metabolome analyses have provided effective ways to identify new genes and metabolites and to elucidate complex secondary metabolic bioprocesses in plants. To date, there have been few high-throughput omics studies on pear watercore. In pears, only Nishitani et al., using microarray methods, identified 115 differentially expressed genes preceding watercore development [1]. Here, the internal changes of the molecular mechanisms of “Akibae” fruit were analyzed using RNA-seq and LC-MS/MS to understand the changes of gene expression and metabolites during the deterioration of the fruit’s internal quality, which might allow an understanding of the preventive measures to fruit watercore.

## 2. Results

### 2.1. RNA Sequencing and Analysis of Differentially Expressed Genes

At 125DAF, the “Akibae” fruit displayed severe watercore symptoms; the pulp became transparent and water-soaked (Figure 1A). The transcriptome changes of watercore pulp were investigated through RNA-Seq analysis (Table 1). 

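RNA was sequenced from healthy and watercore pulp, with 3 libraries per group, which are compared here as independent replicates. The authors deposited 1 table that holds the count of each of 38969 genes in each library, without normalization, beside FPKM values and the DESeq2 comparison of the authors. The counts of a library summed to between 14382020 and 14871188 in healthy pulp (median 14587704) and to between 14431337 and 15290688 in watercore pulp (median 14508301). The labels of the deposited libraries differ from the paper's methods: they name the cultivar Qiurong, skin as the organ although pulp in the treatment, 120 days rather than the paper's 125 days after flowering, trees of 5 years rather than the paper's 8 years, and the CTAB method rather than Trizol. These differences could not be settled from the deposited table, and the groups were taken from the labels healthy and watercore. A count above 0 was seen for 24757 to 25105 genes in a healthy library and for 27133 to 27293 genes in a watercore library. The 10 genes with the most counts held 11.8% to 12.9% of the counts of a healthy library and 10.0% to 10.1% of those of a watercore library. Across genes, the log2 CPM (counts scaled for library size by edgeR's TMM method) of 2 libraries had a Pearson's r of 0.978 to 0.982 within a group and of 0.849 to 0.870 between the groups. The first principal component held 84.2% of the variance and separated the groups. Replicates of 1 group differed by 4.39 to 11.2 times the counting noise (chi-square over degrees of freedom), so that none is a copy of another, which does not tell separate fruit from separate preparations. The table lists genes by identifiers of another annotation than the one whose identifiers the paper prints, and the genome build behind it is not given in the sources used here. None of the 70 different gene identifiers that the paper prints in its results and in Table S1 is in the table, and no list that pairs them was used here. The genes of each family were therefore taken by the product name that the table gives them.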

More than 40 million reads were generated per sample. Of these reads, the Q30 percentage (sequencing error rate < 1%) was over 93%, and GC content was approximately 47% for the libraries. Among all the libraries, 78.31–79.80% of unique reads were mapped to the *Pyrus betulifolia* genome. A total of 5218 genes and 1732 genes in watercore pulp were significantly up-regulated and down-regulated, respectively (Figure 1B).

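The deposited counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at the paper's thresholds of an absolute log2 fold change of at least 1 and an adjusted p under 0.05. Of 21200 genes tested after edgeR's filter on low counts, 3730 were higher and 1599 were lower in watercore pulp. Of all genes tested, 69.2% had the 3 watercore libraries all on one side of the 3 healthy libraries, where chance gives 10%. The largest shift came from the fold threshold: with no minimum fold change, 6840 genes were higher and 6435 were lower. With DESeq2, the paper's tool, 4308 genes were higher and 1609 were lower. The comparison that the authors deposited holds 4311 higher and 1610 lower genes at the same thresholds, and its log2 fold changes differ from those computed here with DESeq2 by at most 5.2e-05. With each library left out in turn, 3736 to 4060 genes were higher and 1530 to 1655 were lower. The direction varied with gene length: with the tested genes in 5 classes by length, the median log2 fold change was −0.37 in the shortest (up to 1115 bases) and 0.38 in the longest class (from 2856 bases).

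Genes were named by a rule set beforehand: the 5 largest changes in each direction among called genes with an average log2 CPM of at least 5 and all libraries apart. LOC103962745, an uncharacterized gene on scaffold NW_008988272.1 from 471516 to 472443, had 0 counts in all healthy libraries and 75.6 ± 12.7 CPM (SD, n = 3) in watercore pulp, which is at least 1108-fold higher against a floor of 3 counts over the healthy group (adjusted p = 6.4e-07). LOC103935568 (extensin-3-like, NW_008988757.1 from 5197 to 6787) had 0.226 ± 0.170 CPM in healthy pulp and 126 ± 170.4 CPM in watercore pulp (log2 fold change 9.05, standard error 1.66, adjusted p = 0.00126). Most of its watercore counts came from watercore replicate 2, and its log2 fold change was 6.88 without that library and 9.76 without healthy replicate 1. LOC103946294 (11S globulin seed storage protein 2-like, NW_008988079.1 from 129854 to 133302) had 5.10 ± 2.21 CPM in healthy pulp and 682 ± 59.8 CPM in watercore pulp (log2 fold change 7.05, standard error 0.22, adjusted p = 1.1e-07). The other two, LOC103943975 and LOC103966275, belong to the ACO and ADH families.

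Among the lower genes, LOC103936791 (levodione reductase-like, NW_008988839.1 from 156769 to 174785) and LOC103936788 (3-oxoacyl-[acyl-carrier-protein] reductase FabG, NW_008988839.1 from 157569 to 160357) overlap on the same strand of the scaffold, and how reads in the overlap were assigned is not given in the sources used here. LOC103936791 had 77.1 ± 24.5 CPM in healthy pulp and 0.659 ± 0.203 CPM in watercore pulp (log2 fold change -6.86, standard error 0.34, adjusted p = 8.4e-07), and LOC103936788 had 177 ± 47.2 CPM in healthy pulp and 4.43 ± 0.433 CPM in watercore pulp (log2 fold change -5.32, standard error 0.22, adjusted p = 4.0e-07). The uncharacterized LOC108865894 (NW_008988556.1 from 252779 to 253928) had 309.7 ± 164 CPM in healthy pulp and 32.6 ± 10.1 CPM in watercore pulp (log2 fold change -3.25, standard error 0.40, adjusted p = 1.2e-04). LOC103945091 (asparagine synthetase [glutamine-hydrolyzing]-like, NW_008988040.1 from 1014190 to 1018587) had 1594 ± 120.0 CPM in healthy pulp and 183 ± 20.3 CPM in watercore pulp (log2 fold change -3.13, standard error 0.10, adjusted p = 9.5e-08). LOC103948019 (serine acetyltransferase 1, chloroplastic-like, NW_008988091.1 from 310442 to 311898) had 89.1 ± 40.3 CPM in healthy pulp and 10.7 ± 0.459 CPM in watercore pulp (log2 fold change -3.06, standard error 0.29, adjusted p = 2.7e-05). Intervals and floors from counts cover counting error only.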

All the DEGs were subjected to GO and KEGG analysis. 

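Genes whose product name in the deposited table holds the words ribosomal protein were compared with all other tested genes, since GO terms were not used here. Of the 428 such genes among the 21200 tested, 44 were among the 1599 lower genes and 8 were among the 3730 higher genes. Two-sided Fisher's exact tests gave an odds ratio of 1.42 (p = 0.0335) among the lower genes and of 0.0873 (p = 9.6e-26) among the higher genes. By the same Fisher's exact test, the excess among the lower genes was no longer past 0.05 without healthy replicate 1 (odds ratio 1.24, p = 0.217), without watercore replicate 2 (1.26, p = 0.186) and with at least 10 counts required in every library (1.45, p = 0.0521). Over all its alternatives the odds ratio ranged from 0.709 to 8.43. The highest value came with no minimum fold change, and the lowest with offsets that remove the trend of counts with gene length, an alternative chosen after seeing the data, under which the direction reversed (Fisher's exact test, p = 0.154). The ribosomal protein genes had a median length of 863 bases, against 1797 bases for all tested genes. The paper took all its called genes together for its GO and KEGG terms. Over all 5329 called genes here, the 44 lower and 8 higher ribosomal protein genes held a smaller share than among the tested genes. No Fisher's exact test of both directions together was run.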

In the GO database, translation peptide and biosynthetic processes were the most enriched in the “biological process” category; ribosome, ribonucleoprotein complex, non-membrane-bounded organelle and intracellular non-membrane-bounded organelle were the most enriched in the “biological process” category cellular component; structural constituents of the ribosome, structural molecule activity, ADP binding, oxidoreductase activity, acting on the CH–OH group of donors and calcium ion binding were the most enriched in the “molecular function” category (Figure 1C). Pathways showing significant change (Q value ≤ 0.05) in watercore pulp were identified using the KEGG database. The DEGs were involved in seven enriched pathways: ribosome, protein processing in the endoplasmic reticulum, carbon metabolism, plant hormone signal transduction, biosynthesis of amino acids and spliceosome (Figure 1D).

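The ribosomal protein genes fell together by less than the fold threshold. Their median log2 fold change was −0.61 (quartiles −0.83 and −0.41), with 391 of the 428 genes below 0, 333 of them with an adjusted p under 0.05. Another 14 genes had an adjusted p under 0.05 and a value above 0. Their summed expression was 40038 ± 1456 CPM in healthy pulp and 26618 ± 1087 CPM in watercore pulp (SD, n = 3), with all 3 watercore libraries below all healthy ones. By camera, a test of a set of genes against all others with a preset correlation of 0.01 between genes, they were lower as a set (adjusted p = 2.3e-18 over 24 families, 6.0e-19 to 0.330 over its alternatives). Of the 24 families, 7 passed an adjusted p of 0.05 by camera, and all 7 did so in the same direction by fry (18 families in all), but none did with the correlation estimated from the libraries. Part of the shift follows gene length: with gene length offsets, the median of the ribosomal protein genes was −0.28. Over 10000 lists of other genes matched to them on length, the median was −0.28 (range −0.47 to −0.06), and over 10000 lists matched on length and mean CPM it was −0.29 (range −0.43 to −0.17).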

To confirm their authenticity, ten DEGs were randomly selected to analyze their expression profiles by qRT-PCR. The results of qRT-PCR analysis showed that the expression profiles of DEGs were similar to those obtained through high-throughput sequencing (Figure S1).

### 2.2. Changes of Sugar Components Content and Their Metabolism-Related Gene Expression in Watercore Fruit

Sugar content analysis showed that the sorbitol and sucrose were significantly higher in watercore pulp when compared with healthy pulp (Figure 2A). The analysis of DEGs found that two sucrose synthase genes (Chr11.g13337 and Chr2.g41898) were significantly up-regulated (Figure 2A). Moreover, a sorbitol synthesis gene, S6PDH (Chr10.g16781), was significantly up-regulated (Figure 2B). 

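The deposited table names 15 genes as sucrose synthase, of which 5 had enough counts to be tested. These families were chosen by the study from the same libraries, so that counts adjusted over the list alone are not independent evidence. Within each family, all called genes are named when there are at most 5, otherwise the largest change in each direction, and always the most abundant tested gene. For sucrose synthase, 2 genes were higher and 0 lower, both over all genes tested and adjusted over the list alone. LOC103935320 (NW_008988740.1 from 121710 to 126917) had 2.57 ± 1.13 CPM in healthy pulp and 21.3 ± 3.78 CPM in watercore pulp (SD, n = 3, log2 fold change 3.05, standard error 0.28, adjusted p = 2.2e-05). LOC103940505 (NW_008989190.1 from 13698 to 18919) had 1.72 ± 1.12 CPM in healthy pulp and 9.71 ± 0.341 CPM in watercore pulp (log2 fold change 2.48, standard error 0.38, adjusted p = 4.5e-04), and its log2 fold change was 3.10 without healthy replicate 1. The most abundant gene, LOC103950289 (NW_008988110.1 from 573253 to 579239), had 18.8 ± 5.33 CPM in healthy pulp and 34.8 ± 11.3 CPM in watercore pulp (log2 fold change 0.88, standard error 0.25, adjusted p = 0.0138), short of the fold threshold. It passed that threshold without healthy replicate 1 (1.09) and without watercore replicate 1 (1.05). With no minimum fold change, 4 sucrose synthase genes were higher. The family as a set was not past the threshold by camera (median log2 fold change 0.98, adjusted p = 0.0754). Its summed expression was 40.2 ± 7.86 CPM in healthy and 96.8 ± 15.4 CPM in watercore pulp (SD, n = 3).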

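Of 3 genes named as sorbitol-6-phosphate dehydrogenase or its synonyms in the deposited table, 2 were tested, and they changed in opposite directions. LOC103966946 (NW_008988365.1 from 361456 to 365304) rose from 3.96 ± 0.460 CPM in healthy pulp to 19.4 ± 2.39 CPM in watercore pulp (SD, n = 3, log2 fold change 2.29, standard error 0.15, adjusted p = 3.4e-06). LOC103967955 (NW_008988391.1 from 121867 to 125586) fell from 77.9 ± 42.5 CPM to 13.8 ± 1.25 CPM (log2 fold change -2.50, standard error 0.35, adjusted p = 2.7e-04). Adjusted over the list alone, 1 gene was again higher and 1 lower. For LOC103967955 the alternative that moved its value most was leaving out healthy replicate 1 (−1.97). The summed expression of the family was 81.9 ± 43.0 CPM in healthy pulp and 33.3 ± 1.23 CPM in watercore pulp, with all watercore libraries below all healthy ones. How reads were divided between the 2 genes is not given in the sources used here.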

The expression levels of two sorbitol dehydrogenase genes (Chr1.g56757 and Chr5.g08993) and four sorbitol transporter genes (Chr2.g41504, Chr10.g16536, Chr5.g08607 and Chr5.g08618) were significantly decreased in watercore pulp (Figure 2B,C).

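The deposited table names 14 genes as sorbitol dehydrogenase, and 12 were tested. Over all genes tested, 1 was lower and 4 were higher in watercore pulp, and the same numbers resulted adjusted over the list alone. The lower gene was LOC103933318 (NW_008988633.1 from 142645 to 144251), with 302 ± 9.29 CPM in healthy pulp and 138 ± 8.04 CPM in watercore pulp (SD, n = 3, log2 fold change -1.13, standard error 0.06, adjusted p = 1.3e-06). It was not called by glmTreat, which tests against the fold threshold itself, nor with gene length offsets. The most abundant gene, LOC103933317 (NW_008988633.1 from 135907 to 137551), had 2523 ± 14.5 CPM in healthy pulp and 1487 ± 32.9 CPM in watercore pulp (log2 fold change -0.76, standard error 0.05, adjusted p = 3.2e-06), a fall short of the fold threshold. With no minimum fold change, 5 genes were lower and 6 higher. The summed expression of the family fell from 4236 ± 53.1 CPM in healthy pulp to 2901 ± 100.5 CPM in watercore pulp. The 4 higher genes were less abundant. LOC103933316 (NW_008988633.1 from 127539 to 129235) had a log2 fold change of 4.50 (adjusted p = 2.1e-05), or 5.12 without healthy replicate 3. LOC103933312 (NW_008988633.1 from 119824 to 123786) had one of 3.95 (adjusted p = 1.1e-04), and LOC103960513 (NW_008988232.1 from 180729 to 182136) one of 2.16 (adjusted p = 2.9e-05). LOC103933315 (NW_008988633.1 from 107591 to 109629) had 1.06 (adjusted p = 0.00881) and was not called without healthy replicate 3 (0.87) or watercore replicate 3 (0.99). Camera gave an adjusted p of 0.850 for the family.

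Of 29 genes named as polyol or sorbitol transporters, 14 were tested, and 2 were lower and 7 higher, as they were adjusted over the list alone. LOC103936910 (NW_008988850.1 from 36072 to 40470) fell most, with 4.40 ± 1.20 CPM in healthy pulp and 0.385 ± 0.0334 CPM in watercore pulp (SD, n = 3, log2 fold change -3.48, standard error 0.33, adjusted p = 2.7e-05). LOC103936324 (NW_008988804.1 from 150193 to 152739) had 1 count in all healthy libraries together and 3.30 ± 3.44 CPM in watercore pulp, a ratio of 144 with a 95% counting interval of 25.5 to 5729.8 (adjusted p = 0.00147). Its fitted log2 fold change of 6.72 was 5.43 without watercore replicate 3 and 8.60 without healthy replicate 1. Among the transporters, the most abundant gene, LOC103936913 (NW_008988850.1 from 86113 to 90184), had 329.8 ± 4.75 CPM in healthy pulp and 352 ± 5.09 CPM in watercore pulp (log2 fold change 0.10, standard error 0.05, adjusted p = 0.111). The 7 higher genes had few counts, with means of 0.0227 to 0.661 CPM in healthy and 1.46 to 8.37 CPM in watercore pulp. The other lower gene, a polyol transporter 5-like, had 56.3 ± 8.29 CPM in healthy pulp and 23.2 ± 0.591 CPM in watercore pulp. Its log2 fold change was -1.28 (standard error 0.11, adjusted p = 1.6e-05). The summed expression of the family was 599 ± 13.7 CPM in healthy and 635 ± 10.4 CPM in watercore pulp. With at least 10 counts required in every library, 1 transporter gene was lower. That filter drops the 7 higher genes, each of which had under 10 counts in a healthy library. With no minimum fold change, 4 were lower and 9 higher. The family was not past the threshold by camera (adjusted p = 0.304).

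**Figure D1:**
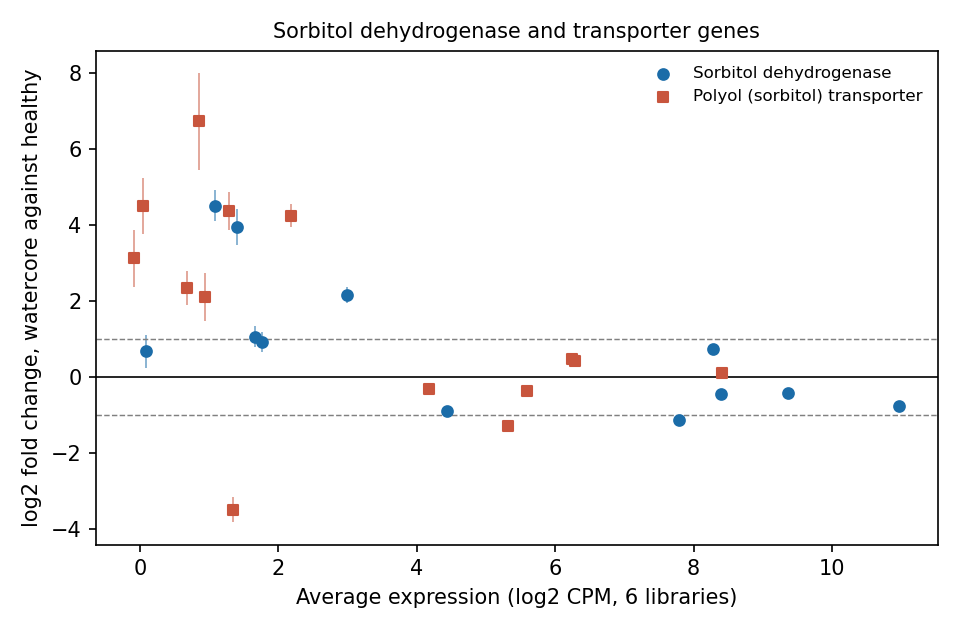
Log2 fold change (watercore against healthy pulp) of each tested sorbitol dehydrogenase and sorbitol transporter gene against its average log2 CPM over 6 libraries, with bars for the standard error and dashed lines at −1 and 1. The most abundant sorbitol dehydrogenase gene lies at −0.76, and the most abundant transporter gene at 0.10.

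From the sugar contents and the expression of these genes, the paper proposes that excessive accumulation of both sugars contributed to late watercore.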

### 2.3. Transmission Electron Microscopy (TEM), Cell Wall Components Analysis and Their Metabolism-Related Gene Expression in Watercore Fruit

The watercore pulp cells were seriously damaged, the cell wall was decomposed and seriously separated and only a small amount of cellulose and cell wall remained (Figure 3A). Quantitative analysis showed that the content of pectin, cellulose and hemicellulose in watercore pulp was decreased 55.85%, 41.76% and 57.48%, respectively (Figure 3B). 

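Of 29 genes named as cellulase or endoglucanase in the deposited table, 8 had enough counts in healthy and watercore pulp to be tested. Over all genes tested, 3 were higher and 1 was lower in watercore pulp, as they were adjusted over the list alone. EG4 (endoglucanase 8, NW_008988058.1 from 263180 to 267374) had 0.501 ± 0.0675 CPM in healthy pulp and 2.65 ± 0.918 CPM in watercore pulp (SD, n = 3, log2 fold change 2.38, standard error 0.38, adjusted p = 5.4e-04). LOC103928398 (endoglucanase 17-like, NW_008988450.1 from 155961 to 158639) had 3.16 ± 0.734 CPM in healthy pulp and 12.1 ± 5.33 CPM in watercore pulp (log2 fold change 1.94, standard error 0.32, adjusted p = 6.8e-04). LOC103931993 (endoglucanase 9-like, NW_008988575.1 from 183745 to 186370) had 1.34 ± 0.491 CPM in healthy pulp and 3.96 ± 0.168 CPM in watercore pulp (log2 fold change 1.55, standard error 0.29, adjusted p = 0.00151). The lower gene was LOC103927919 (endoglucanase 2, NW_008988050.1 from 585152 to 588298), with 6.30 ± 1.34 CPM in healthy pulp and 2.82 ± 0.424 CPM in watercore pulp (log2 fold change -1.16, standard error 0.23, adjusted p = 0.00222). The most abundant gene, LOC108867179 (endoglucanase 25, NW_008988079.1 from 1212225 to 1215741), had 316 ± 7.76 CPM in healthy pulp and 301 ± 13.0 CPM in watercore pulp (log2 fold change -0.07, standard error 0.05, adjusted p = 0.302). The number of higher cellulase genes was 8 with no filter on low counts and 6 with DESeq2, but 2 with glmTreat, with at least 10 counts required in every library and on log2(FPKM + 0.1), and 1 on log2(FPKM + 1) with and without a minimum mean FPKM of 1. It was 5 without healthy replicate 1, 2 or 3 and without watercore replicate 2, and the number of lower genes was 2 without healthy replicate 3. The product name of LOC108867179 does not tell whether it breaks down the cell wall. Camera gave an adjusted p of 0.985 for the family. Its median log2 fold change of −0.06 and its mean of 0.32 differ in sign.

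Of 82 genes named as pectinesterase (PME), 15 were tested, with 7 higher and 2 lower over all genes tested and adjusted over the list alone. LOC103961961 (pectinesterase 2-like, NW_008988257.1 from 444273 to 446423) had 0 counts in healthy pulp and 2.87 ± 0.685 CPM in watercore pulp (SD, n = 3), at least 42.1-fold higher against the floor of 3 counts over the group (adjusted p = 7.2e-05). LOC103962801 (probable pectinesterase/pectinesterase inhibitor 51, NW_008988273.1 from 393612 to 396782) fell most, with 2.35 ± 0.390 CPM in healthy pulp and 0.657 ± 0.335 CPM in watercore pulp (log2 fold change -1.83, standard error 0.41, adjusted p = 0.00395). The most abundant gene over the 6 libraries was LOC103951034 (pectinesterase 31, NW_008988117.1 from 709627 to 712649), with 155 ± 2.29 CPM in healthy pulp and 81.5 ± 6.52 CPM in watercore pulp (log2 fold change -0.92, standard error 0.07, adjusted p = 5.7e-06). Summed over the PME genes, expression was 318 ± 17.1 CPM in healthy and 475 ± 69.5 CPM in watercore pulp. This rise came from PME4 (pectinesterase/pectinesterase inhibitor PPE8B, NW_008988110.1 from 468667 to 472110), with 6.04 ± 1.01 CPM in healthy pulp and 182 ± 61.2 CPM in watercore pulp (log2 fold change 4.91, standard error 0.26, adjusted p = 1.2e-06), and without it the sum was 312 ± 16.2 CPM in healthy and 292 ± 13.6 CPM in watercore pulp. On log2(FPKM + 1) with a mean FPKM of at least 1, 3 PME genes were higher, and without healthy replicate 3, 1 gene was lower. The family was not past the threshold by camera (median log2 fold change 0.98, adjusted p = 0.106).

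Of 72 genes named as polygalacturonase (PG), 17 were tested, with 7 higher and 1 lower over all genes tested and adjusted over the list alone. LOC103967654 (polygalacturonase QRT3-like, NW_008988384.1 from 228806 to 230754) had 0 counts in healthy pulp and 1.31 ± 0.358 CPM in watercore pulp (SD, n = 3), at least 19.2-fold higher against the same floor (adjusted p = 3.7e-04). PG1 (polygalacturonase, NW_008988207.1 from 99592 to 102413) had the largest change among the PG genes with counts in all healthy libraries, with 0.274 ± 0.00729 CPM in healthy pulp and 42.7 ± 5.52 CPM in watercore pulp (log2 fold change 7.24, standard error 0.19, adjusted p = 5.9e-08). The lower gene, LOC103953527 (polygalacturonase 1 beta-like protein 3, NW_008988143.1 from 884130 to 886626), had 13.0 ± 1.28 CPM in healthy pulp and 6.26 ± 1.47 CPM in watercore pulp (log2 fold change -1.05, standard error 0.19, adjusted p = 0.00103). It was not called without healthy replicate 2 (−0.996) or watercore replicate 3 (−0.88). For PG, the most abundant gene, LOC103956040 (polygalacturonase-like, NW_008988171.1 from 637793 to 640179), had 281 ± 58.9 CPM in healthy pulp and 423 ± 51.5 CPM in watercore pulp (log2 fold change 0.59, standard error 0.15, adjusted p = 0.00692). Summed over the PG genes, expression was 491 ± 63.0 CPM in healthy and 943 ± 63.5 CPM in watercore pulp. With at least 10 counts required in every library, 3 PG genes were higher. By camera the PG family was higher as a set (median log2 fold change 0.59, adjusted p = 0.0192, and 8.7e-05 to 0.330 over its alternatives), also by fry but not with an estimated correlation or with at least 10 counts required in every library (0.284).

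**Figure D2:**
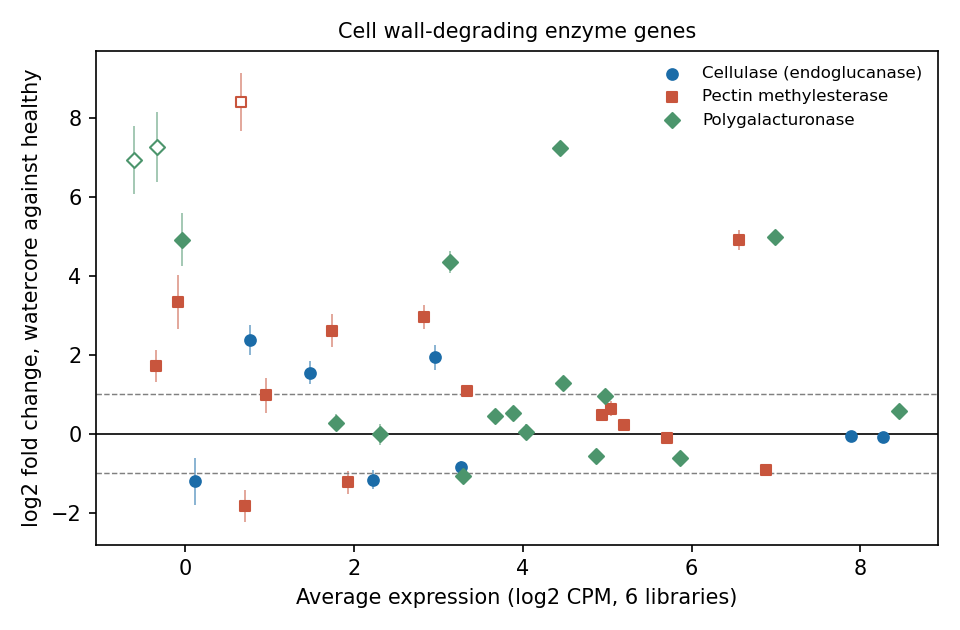
Log2 fold change (watercore against healthy pulp) of each tested cellulase, PME and PG gene against its average log2 CPM over 6 libraries, with bars for the standard error, open symbols for genes at 0 counts in all healthy libraries (whose fitted values depend on the prior count) and dashed lines at −1 and 1. The most abundant gene named as cellulase or endoglucanase, an endoglucanase 25, lies at −0.07, while 7 PME and 7 PG genes lie above 1.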

Several DEGs that are involved in cell wall degradation were identified in watercore fruit, including five CX genes (Chr16.g31276, Chr8.g55557, Chr8.g55553, Chr11.g13444, Chr6.g51899), eight PME genes (Chr7.g34150, Chr8.g55784, Chr11.g13340, Chr1.g56500, Chr11.g13339, Chr15.g04724, Chr3.g17608, Chr1.g56500) and seven PG genes (Chr11.g13398, Chr7.g31814, Chr1.g56631, Chr10.g15220, Chr16.g30583, Chr12.g36266, Chr3.g18628), and these were significantly increased (Figure 3C).

### 2.4. Analysis of Ethanol, Acetaldehyde and Total Phenols Content and Their Metabolism-Related Gene Expression in Watercore Fruit

As shown in Figure 4A, the ethanol, acetaldehyde and total phenols contents in watercore pulp were significantly increased. The results showed that the ethanol and acetaldehyde content increased 710.26% and 100.54%, respectively. Total phenol content was 0.25 mg·g^-1^ in healthy fruit, whereas it was not detected in watercore fruit. The expression levels of six alcohol dehydrogenase genes (Chr2.g42515, Chr5.g09476, Chr5.g09474, Chr10.g17249, Chr5.g07504, Chr1.g56327), three pyruvate decarboxylase genes (Chr10.g14289, Chr4.g40093, Chr12.g35311) and two polyphenol oxidase genes (Chr10.g14116, Chr10.g14114) were significantly increased in watercore fruit (Figure 4B).

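Of 15 genes named as alcohol dehydrogenase in the deposited table, polyvinylalcohol dehydrogenases included, 8 were tested. Over all genes tested and adjusted over the list alone, 3 were higher and 1 was lower. LOC103966275 (alcohol dehydrogenase 1-like, NW_008988349.1 from 124190 to 127484) had 0.758 ± 0.485 CPM in healthy pulp and 168 ± 18.3 CPM in watercore pulp (SD, n = 3, log2 fold change 7.79, standard error 0.23, adjusted p = 8.7e-08). LOC103966279 (alcohol dehydrogenase-like, NW_008988349.1 from 147653 to 149967) had 5.30 ± 1.65 CPM in healthy pulp and 97.5 ± 13.8 CPM in watercore pulp (log2 fold change 4.20, standard error 0.19, adjusted p = 5.2e-07). LOC103939570 (alcohol dehydrogenase 3-like, NW_008989081.1 from 121764 to 125017) had 0.0906 ± 0.157 CPM in healthy pulp and 19.8 ± 6.96 CPM in watercore pulp (log2 fold change 7.63, standard error 0.58, adjusted p = 7.6e-06). All of its healthy counts came from healthy replicate 1, without which its fitted value was 11.18 against a group at 0. The lower gene was LOC103946843 (alcohol dehydrogenase-like 6, NW_008988083.1 from 59972 to 63349), with 13.8 ± 0.773 CPM in healthy pulp and 6.54 ± 0.474 CPM in watercore pulp (log2 fold change -1.08, standard error 0.13, adjusted p = 9.0e-05). The most abundant gene, LOC103951141 (NW_008988118.1 from 456887 to 460088), had 965 ± 68.9 CPM in healthy pulp and 925 ± 24.9 CPM in watercore pulp (log2 fold change -0.06, standard error 0.06, adjusted p = 0.423). Its sign was positive with at least 10 counts in every library (0.0016) and with gene length offsets (0.11). The number of higher genes was 1 with at least 10 counts required in every library, 5 with DESeq2, with no filter on low counts and with no minimum fold change, and 12 with members taken by the whole description field, chosen after seeing the data. Summed over the family, expression was 1495 ± 44.7 CPM in healthy and 1665 ± 30.6 CPM in watercore pulp, and the family was not past the threshold by camera (adjusted p = 0.301).

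Both tested pyruvate decarboxylase genes, of 5 in the table, were higher, also adjusted over the list alone and in all alternatives run. LOC103965128 (pyruvate decarboxylase 2, NW_008988323.1 from 348560 to 351524) had 464 ± 60.3 CPM in healthy pulp and 4605 ± 204 CPM in watercore pulp (SD, n = 3, log2 fold change 3.31, standard error 0.10, adjusted p = 8.2e-08). LOC103944123 (pyruvate decarboxylase 1, NW_008988063.1 from 655930 to 659489) had 222 ± 17.0 CPM in healthy pulp and 785 ± 19.8 CPM in watercore pulp (log2 fold change 1.82, standard error 0.07, adjusted p = 2.1e-07). The summed expression was 686 ± 70.3 CPM in healthy and 5390.4 ± 213 CPM in watercore pulp.

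Of 5 polyphenol oxidase genes in the table, 2 were tested, and 0 were called by edgeR or DESeq2, nor adjusted over the list alone. At an unadjusted p under 0.05, 0 were higher. LOC103944298 (polyphenol oxidase, chloroplastic-like, NW_008988039.1 from 2280893 to 2281926) had 215 ± 18.5 CPM in healthy pulp and 142 ± 7.57 CPM in watercore pulp (SD, n = 3, log2 fold change -0.60, standard error 0.07, adjusted p = 1.2e-04), lower in all 3 watercore libraries than in any healthy one. LOC103927236 (polyphenol oxidase, chloroplastic-like, NW_008988039.1 from 2222465 to 2224401) had 185 ± 87.2 CPM in healthy pulp and 248 ± 45.5 CPM in watercore pulp (log2 fold change 0.42, standard error 0.30, adjusted p = 0.246), a difference within the spread between replicates. Without healthy replicate 3 its log2 fold change was 0.81 (adjusted p = 0.0145), short of the fold threshold, and 1 gene was called higher, LOC103944270, which the filter on low counts leaves out when all 6 libraries are used. The summed expression was 401 ± 80.4 CPM in healthy and 390.4 ± 51.5 CPM in watercore pulp.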

### 2.5. Analysis of Ethylene and Abscisic Acid Metabolism-Related Gene Expression in Watercore Fruit

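Of 12 genes named as 1-aminocyclopropane-1-carboxylate synthase (ACS) in the deposited table, 4 had enough counts to be tested, and all 4 were higher in watercore than in healthy pulp, over all genes tested and adjusted over the list alone. LOC103935793 (NW_008988771.1 from 192447 to 195056) had 0 counts in healthy pulp and 2.26 ± 0.691 CPM in watercore pulp (SD, n = 3), at least 33.1-fold higher against a floor of 3 counts over the group (adjusted p = 1.6e-04). LOC103953381 (NW_008988142.1 from 427316 to 430201) had 1 count in all healthy libraries together, in healthy replicate 2, and 3.40 ± 0.779 CPM in watercore pulp, a ratio of 149 with a 95% counting interval of 26.3 to 5926 (adjusted p = 2.2e-05). LOC103933174 (NW_008988627.1 from 19018 to 22251) was the most abundant, with 13.9 ± 8.35 CPM in healthy pulp and 75.8 ± 7.35 CPM in watercore pulp (log2 fold change 2.44, standard error 0.31, adjusted p = 1.5e-04), and had a log2 fold change of 3.06 without healthy replicate 1. LOC103956316 (NW_008988175.1 from 595882 to 599608) had 0.477 ± 0.169 CPM in healthy pulp and 1.80 ± 1.54 CPM in watercore pulp (log2 fold change 1.89, standard error 0.64, adjusted p = 0.0282). It was not called without healthy replicate 1 (1.79), healthy replicate 3 (1.72) or watercore replicate 3 (0.92). With at least 10 counts required in every library, 1 ACS gene was higher. By camera the family was higher as a set (median log2 fold change 3.75, adjusted p = 0.0406, and 5.3e-04 to 0.442 over its alternatives), but not without healthy replicate 2 (0.0516) or healthy replicate 3 (0.0750), with the replicate number as a block (0.0554) or with an estimated correlation (0.442).

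Of 31 genes named as 1-aminocyclopropane-1-carboxylate oxidase (ACO), many of them as a homolog of it, 17 were tested, with 8 higher and 1 lower over all genes tested and adjusted over the list alone. LOC103943975 (1-aminocyclopropane-1-carboxylate oxidase 1, NW_008988062.1 from 1124704 to 1126213) had 1 count in all healthy libraries together, in healthy replicate 3, and 139 ± 22.7 CPM in watercore pulp (SD, n = 3), a ratio of 6091 with a 95% counting interval of 1093 to 240633 (adjusted p = 5.9e-08). In the ACO family, the most abundant gene, LOC103948231 (1-aminocyclopropane-1-carboxylate oxidase 1, NW_008988092.1 from 978734 to 980579), had 7917 ± 979 CPM in healthy pulp and 13174 ± 443 CPM in watercore pulp (log2 fold change 0.73, standard error 0.09, adjusted p = 1.1e-04), short of the fold threshold. The lower gene was LOC103933106 (NW_008988623.1 from 40024 to 41460), with 2.47 ± 1.62 CPM in healthy pulp and 0.136 ± 0.137 CPM in watercore pulp (log2 fold change -4.10, standard error 0.81, adjusted p = 0.00191), or −5.03 without watercore replicate 3. The number of higher ACO genes was 5 with at least 10 counts required in every library, and that of lower genes was 2 without healthy replicate 1 or 2 and without watercore replicate 1 or 2. Most of the 8 higher genes were named as a homolog of ACO. A higher homolog (log2 fold change 1.18, adjusted p = 0.0443) lost its call without healthy replicate 1 or 2 or any watercore replicate. Another (1.02, adjusted p = 0.0252) lost it without healthy replicate 3 or watercore replicate 2 or 3. The summed expression of the family was 8460.0 ± 986 CPM in healthy and 13989 ± 466 CPM in watercore pulp. The family was not past the threshold by camera (median log2 fold change 1.00, adjusted p = 0.0661).

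**Figure D3:**
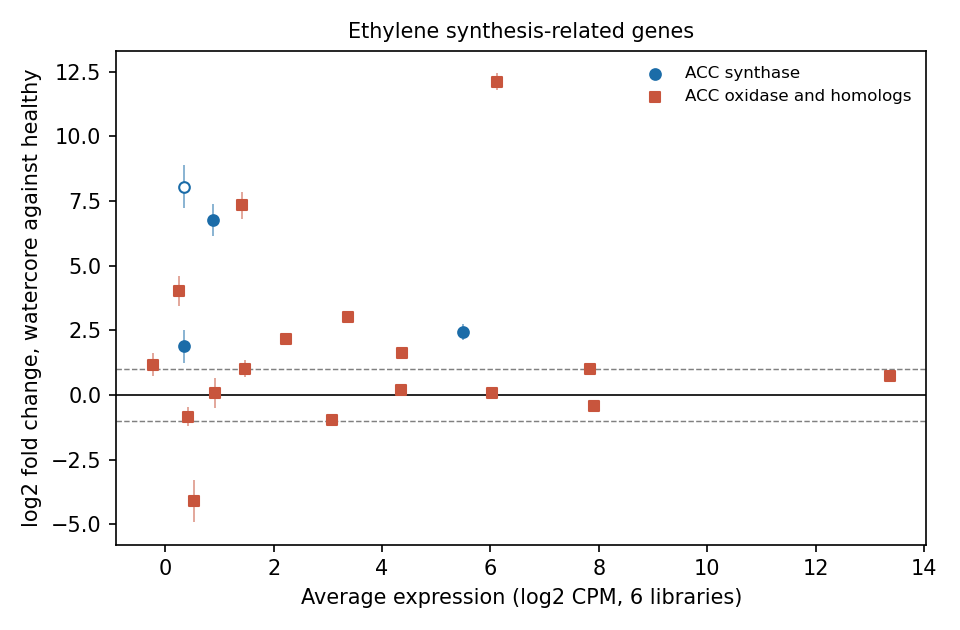
Log2 fold change (watercore against healthy pulp) of each tested ACS and ACO gene against its average log2 CPM over 6 libraries, with bars for the standard error, an open symbol for the gene at 0 counts in all healthy libraries and dashed lines at −1 and 1. All 4 ACS genes lie above 1, and the most abundant ACO gene lies at 0.73.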

The expression levels of ethylene synthesis-related genes, including three ACS (Chr14.g49127, Chr6.g52270, Chr1.g57923) and ten ACO genes (Chr9.g46362, Chr10.g15143, Chr17.g25651, Chr15.g03051, Chr5.g05709, Chr17.g25647, Chr13.g22435, Chr17.g25654, Chr12.g37744, Chr13.g22438), were significantly increased in watercore fruit (Figure 5A). Moreover, six SDR genes (Chr1.g58115, Chr1.g58111, Chr1.g58116, Chr4.g40158, Chr7.g33383, Chr6.g52431) and six AAO (Chr8.g53698, Chr11.g11731, Chr11.g11716, Chr8.g53700, Chr15.g04799, Chr8.g54319) genes that are involved in ABA synthesis were significantly up-regulated (Figure 5B).

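Of 30 genes named as short-chain dehydrogenase or xanthoxin dehydrogenase in the deposited table, 16 were tested, most of them not named as acting in ABA synthesis. Over all genes tested and adjusted over the list alone, 2 were higher and 1 was lower. The tested genes named as xanthoxin dehydrogenase-like were not among these. Their log2 fold changes were 0.48 (adjusted p = 0.0019) and -0.14 (adjusted p = 0.393). LOC103962159 (short-chain dehydrogenase reductase 2a, NW_008988261.1 from 209594 to 210974) had 3 counts in healthy pulp, all in healthy replicate 1, and 5.72 ± 0.657 CPM in watercore pulp (SD, n = 3), a ratio of 83.8 with a 95% counting interval of 28.3 to 409 (adjusted p = 3.3e-05). LOC103943140 (short-chain dehydrogenase reductase ATA1, NW_008988058.1 from 825180 to 826489) had 0.911 ± 0.388 CPM in healthy pulp and 3.94 ± 0.499 CPM in watercore pulp (log2 fold change 2.10, standard error 0.33, adjusted p = 4.9e-04). The lower gene, LOC103942459 (short-chain dehydrogenase TIC 32, chloroplastic-like, NW_008989566.1 from 31426 to 32989), had 1.19 ± 0.299 CPM in healthy pulp and 0.548 ± 0.218 CPM in watercore pulp (log2 fold change -1.11, standard error 0.42, adjusted p = 0.0425). It lost the call without healthy replicate 2 (−1.10), healthy replicate 3 (−0.93), watercore replicate 1 (−0.85) or watercore replicate 3 (−1.12), and also with DESeq2. The most abundant gene, LOC103938199 (short-chain type dehydrogenase/reductase-like, NW_008988956.1 from 79601 to 80740), had 119.8 ± 10.2 CPM in healthy pulp and 195 ± 18.2 CPM in watercore pulp (log2 fold change 0.71, standard error 0.09, adjusted p = 1.1e-04). The number of higher genes was 6 with no minimum fold change (3 lower), 4 with gene length offsets and 1 with at least 10 counts required in every library. Camera gave an adjusted p of 0.641 for the family.

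Of 21 genes named as aldehyde oxidase, 10 were tested, most of them as the GLOX type and the others as indole-3-acetaldehyde oxidase. Over all genes tested and adjusted over the list alone, 7 were higher and 0 lower, and the 10 fitted values were all above 0. Most of the higher genes were of the GLOX type, and no tested gene was named as acting in ABA synthesis. At an unadjusted p under 0.05, none was lower by edgeR, and DESeq2 called 0 lower. LOC103930102 (aldehyde oxidase GLOX1-like, NW_008988500.1 from 137571 to 139499) had 0.113 ± 0.0372 CPM in healthy pulp and 45.2 ± 19.3 CPM in watercore pulp (SD, n = 3, log2 fold change 8.52, standard error 0.50, adjusted p = 2.0e-06). As for aldehyde oxidase, the most abundant gene, LOC103958137 (indole-3-acetaldehyde oxidase-like, NW_008988043.1 from 1478753 to 1491096), had 51.4 ± 7.13 CPM in healthy pulp and 158 ± 6.48 CPM in watercore pulp (log2 fold change 1.61, standard error 0.10, adjusted p = 2.1e-06). The number of higher genes was 3 with at least 10 counts required in every library. By camera the family was higher as a set (median log2 fold change 1.99, adjusted p = 1.8e-04, and 9.5e-05 to 0.330 over its alternatives), but not with an estimated correlation. From the genes of ethylene and ABA synthesis, the paper speculates that excessive sorbitol stressed the fruit, raised ethylene and ABA, and so led to the breakdown of the cell wall.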

### 2.6. Metabonomic Analysis and Identification of Bitter Taste Substances in Watercore Fruit

LC-MS untargeted metabolomics techniques identified 463 differential metabolites, of which 275 were significantly increased and 188 were significantly decreased, respectively. As shown in Figure S2, the annotated differentially expressed metabolites (DEMs) in watercore pulp compared to healthy pulp of “Akibae” were mainly enriched in the biosynthesis of amino acids, tryptophan metabolism, biosynthesis of unsaturated fatty acids and phenylpropanoid biosynthesis. In addition, the bitter-tasting substances in plants are mainly divided into polyphenol, alkaloids and amino acids. The major increased amino acids were histidine, arginine, leucine, isoleucine, phenylalanine, tryptophan and lysine. Three alkaloids’ contents were increased, guanosine monophosphate, xanthine and indole. Neohesperidin dihydrochalcone and naringin dihydrochalcone, which belong to flavonoids, were significantly increased (Table 2).

## 3. Discussion

In apple, the excessive accumulation of sorbitol is considered to be the direct cause of the watercore symptom, and it is closely related to the influence of environmental factors, such as temperature. In Japan, late watercore was shown to be more severe in colder regions among fruit harvested at a similar stage of maturity. Yamada et al. investigated the temperature effect on watercore development in “Fuji” apples by controlling fruit temperature. They found that temperatures of about 25 °C completely inhibited watercore, whereas lower temperatures (10 °C) resulted in a high incidence [14]. However, the effect of temperature on the watercore in pear is the opposite. Hayama found that the watercore disorder in the Japanese pear “Niitaka” is increased by high fruit temperatures during fruit maturation [5]. Liu also found, in “Wonhwang” pear fruit flesh, that the accumulation of sorbitol and sucrose was increased at the time of harvest in high temperatures. Furthermore, SDH enzyme activity and the expression of *PpSDH1* and *PpSDH2* were decreased [15]. In this study, we found that “Akibae” watercore fruit pulp had higher sorbitol and sucrose contents than healthy pulp. The expressions of one S6PDH gene and two SS genes were significantly increased; the expressions of three SDH and two SOT genes were significantly decreased. This suggests that the excessive accumulation of sorbitol and sucrose was a causative factor in the development of late watercore. However, Chun reported that sorbitol metabolism was unlikely to be the primary cause of watercore development in “Akibae” that were planted in Tottori, Japan, because sorbitol did not increase much in “Akibae” and the sucrose content was significantly increased, but “Housui” watercore fruit accumulated higher sorbitol and little sucrose [7]. In summary, the occurrence of watercore is closely related to the disorder of sugar components metabolism, but the inducement of watercore in apples and pears is quite different. Even different varieties of pear will have great differences. The main changes in sugar components may be closely related to the temperature. In China, sand pear is mainly cultivated south of the Yangtze River, where the environment is mild and humid, but the temperature is too high during the fruit ripening period (the average temperature is more than 30 °C). This may be the reason why the “Akibae” watercore fruit had higher sorbitol contents in this study, which may not be the case in Japanese orchards that are located at higher latitudes.

In apples, water-soaked areas are usually found near the core and around the primary vascular bundles, and this has little effect on fruit firmness [16]. However, most pear watercore symptoms occur mainly in the flesh near the skin and seriously affect the fruit firmness, and thus the watercore fruit is not resistant to storage and transportation. The cell walls of apple and pear fruit consist mainly of cellulose, hemicellulose and pectin. Fruit softening during ripening is a complex process that occurs as a result of the expression of a number of hydrolase and trans-glycosylase genes. Among these genes, an increase in enzyme activity and mRNA levels reveals the role of polygalacturonase, cellulase and pectin methylesterase during fruit ripening [17]. In this study, watercore increased the expression of cell wall-degrading enzymes, and the content of cell wall components was significantly decreased. Similar results have been reported [9]. However, it is unclear whether these changes in the cell wall components of the affected tissues were directly induced by watercore or indirectly by other factors associated with maturity. Yamada found that the metabolism of sorbitol could be active even in watercored apples, and the accumulated sorbitol in the intercellular spaces might be primarily due to active unloading from the phloem and not increased leakage from the cells [4]. This may indicate that the cell structure is relatively complete in the early stages of watercore. Moreover, this study found that the expressions of ethylene and ABA synthesis-related genes were significantly increased. Ethylene and ABA play a major role in regulating the ripening and softening of climacteric fruit and, accordingly, the expression of some ripening-related cell wall-associated genes and activities, including those of PGs, PMEs and CX [18,19,20]. ABA and ethylene are well known for their pivotal roles in stress response. Stress can induce ethylene and ABA biosynthesis [21,22]. Thus, we speculate that the excessive accumulation of sorbitol in the watercore caused fruit stress, and then the excessive sorbitol induced the increase in ethylene and ABA content, leading to the degradation of cell wall components.

Other detriments of watercore fruit include a bitter taste, and the dark color and even browning of fruit in the late-ripening stages. In this study, the content of total phenols was significantly decreased, and the expression of PPO genes was significantly increased in watercore fruit. PPO can catalyze the oxidation of a variety of phenols to quinones and then polymerize them to melanin, which gradually turns black with time [23]. This may be the main reason for the color change of watercore pulp. Moreover, ethanol and acetaldehyde are the products of the anaerobic respiration metabolism of fruits. The content of ethanol and acetaldehyde and the gene expression of synthesis-related enzymes were significantly changed. Sorbitol is a hydrophilic substance that is extensively accumulated in the intercellular space leading to the hypoxic environment of pulp cells, and then it changes the metabolism of other substances. Moreover, Tanaka found that ethyl ester synthesis, which is crucial in the aroma and flavor profiles of apples, is enhanced under hypoxic conditions within watercored tissues, resulting in a distinctive, fermented flavor [24,25]. In this study, the watercore pulp anaerobic respiration, and the content of ethanol and acetaldehyde increased significantly. Most L-type amino acids have a bitter taste, among which phenylalanine and tryptophan have the strongest bitter taste [26]. In addition, all alkaloids have the characteristics of a bitter taste. The representative substances are purine, indole and steroids [27]. Plant polyphenols are the general name of a class of polyhydroxy phenolic compounds. As plant secondary metabolites, they widely exist in vegetables, fruits and other derivatives, and are an important source of a bitter taste. Generally, bitter polyphenols are divided into flavonoids, phenolic acids, coumarins and tannins. According to the different molecular weights, the taste characteristics of phenols are slightly different. Low-molecular weight phenols, such as flavonoid monomers, tend to be bitter [28,29]. Metabolomics analysis showed that the content of bitter taste-related amino acids, alkaloids and flavonoids was significantly increased in the watercore fruit (Table 2). This may explain why watercore pears taste worse than watercore apples.

Above all, we speculated a model in which watercore negatively influences pear fruit quality (Figure 6). The changes in the external environment, such as high temperature, lead to increases in sorbitol and sucrose synthesis gene expression or decreases in the gene expression of sorbitol transport and degradation in pulp cells, resulting in the accumulation of sorbitol and sucrose in the pulp. The excessive levels of sugars in cells and intercellular spaces can increase the synthesis of ABA and ethylene, and accelerate the degradation of the cell wall and the softening of the fruit. In addition, excessive sugars can also lead to an increase in anaerobic respiration, which makes polyphenols oxidized and leads to the browning of pulp. The anaerobic respiration of pulp will also accumulate too many bitter substances, resulting in a poor taste. Hence, this study provided further information for understanding the molecular mechanisms of the different reactions of pear pulp to watercore stress.

## 4. Materials and Methods

### 4.1. Plant Materials

Pear fruits (*P. pyrifolia* cv. Akibae) were obtained from an orchard in Yizheng, Jiangsu, China. The “Akibae” were grafted on *Pyrus calleryana,* and the grafted seedlings were planted in a soil environment with a pH of 6.5 to 7.0. A total of three 8-year-old trees of similar size that received uniform sunlight were selected for the experiment. Twelve fruit samples were collected 125 days after flowering (DAF). Pulp tissues were dissected and divided into healthy fruit and watercore fruit. Some fresh pulp was used for transmission electron microscopy assay. The remaining samples were immediately frozen in liquid nitrogen and stored at −80 °C for further use.

### 4.2. Extraction and Measurement of Sugar Component

Sugar extraction and concentration measurements were performed following the protocols of Wang and Miao with some modifications [30,31]. A total of 1 g of frozen powder was extracted with 80% ethanol at 37 °C for 30 min. The sugar solution was collected by 10 min centrifugation at 10,000× *g*, and the residues were re-extracted twice. The residues were redissolved in 1 mL distilled water and deionized on coupled columns of Dowex 50 × 8 and Dowex 1 × 8. The column was eluted with 20 mL distilled water, and the solution was dried and resuspended in 1 mL distilled water for HPLC analysis. The soluble sugars were separated on a Waters Sugar Pak I column at 80 °C using water as the mobile phase with a flow rate of 0.5 mL·min^−1^. The concentration of each sample was calculated by the comparison of known concentrations of sorbitol, fructose, glucose and sucrose.

### 4.3. Transmission Electron Microscopy

The watercore tissue was cut into 1 cm^3^ pieces and fixed in 3% glutaraldehyde (pH 7.4) for 24 h. The sample was flushed with 0.1 M phosphate buffer (pH 7.2) three times and fixed in osmic acid for 2 h. Then the block with acetone dehydration was embedded in Epon-Araldite resin (Ted Pella, 18030, Redding, CA, USA). Semithin sections were made into ultrathin sections, and counterstained with 3% uranyl acetate and 0.3% lead citrate. Then watercore tissue was observed with a JEM-2100F electron microscope [32].

### 4.4. Cell Wall Components, Ethanol, Acetaldehyde and Total Phenols Content Measurements

The ethanol and total phenols contents were determined by the test kit (Beijing Boxbio Science & Technology Co., Ltd., Beijing, China; Suzhou Comin Biotechnology Co., Suzhou, China) according to its manual. There were five replicates per treatment. The acetaldehyde was determined according to the method of Martí by HS-MS system [33]. There were three replicates per treatment.

### 4.5. RNA Extraction and Sequencing

RNA of each sample was isolated using the Trizol kit (Promega, MA, USA) following the manufacturer’s instructions. To gain insight into the transcriptomic dynamics of watercore fruit, RNA-seq analysis was performed using pulp tissues collected from the control fruit and watercore fruit 125 DAF in three biological replicates. For each sample, 1 μg of RNA was used to generate an RNA-seq library with NEB Next^®^ UltraTM RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA), and the library quality was assessed on the Agilent Bioanalyzer 2100 system. The libraries were sequenced on the Illumina Novaseq platform by Novagene (Beijing, China). Raw data (raw reads) in FASTQ format were first processed, and clean reads were obtained by removing the reads containing adapter and poly-N and those of low quality. Meanwhile, the Q20, Q30 and GC contents of the clean data were also calculated. All RNA-seq data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GEO accession number: GSE164987). The high-quality clean data were mapped to the reference genome of *Pyrus betulifolia* [34] using Hisat2. Gene expression levels were estimated as fragments per kilobase of transcript sequence per millions (FPKM). Differential expression analysis of two groups was performed using the DESeq2 R package, and *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. The differentially expressed genes (DEGs) were screened according to the following criteria: |log_2_^foldchange^| ≥ 1 and corrected *p* < 0.05. The selected DEGs were also annotated with Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG).

### 4.6. cDNA Synthesis and qPCR

First-strand cDNA was synthesized from 1 μg total RNA using the Prime Script^TM^ RT reagent kit with gDNA Eraser (Takara, Tokyo, Japan). Gene-specific primers were designed using the online software Primer3 (http://primer3.ut.ee/) which accessed on 8 October 2020, and the quality and specificity of each primer pair were checked by melting curve analysis and sequencing. Primers are described in Table S1. qPCR was performed with a Bio-Rad CFX96 instrument (Bio-Rad, Waltham, MA, USA) using ChamQ SYBR qPCR Master Mix (Vazyme Biotechnology, Nanjing, China). The amplification procedures were as follows: a pre-denaturation step of 95 °C for 3 min, 40 cycles of 95 °C for 5 s and 65 °C for 5 s, and a melting curve analysis according to Vazyme Biotechnology’s analysis instructions. The Livak [35] method was employed to calculate gene relative expression levels.

### 4.7. Metabolites Extraction and Analysis

Tissues (100 mg) were individually grounded with liquid nitrogen, and the homogenate was resuspended with prechilled 80% methanol and 0.1% formic acid by a well vortex. The samples were incubated on ice for 5 min and then were centrifuged at 15,000× *g* rpm, 4 °C for 5 min. Some supernatant was diluted to the final concentration containing 53% methanol by LC-MS-grade water. The samples were subsequently transferred to a fresh Eppendorf tube and then were centrifuged at 15,000× *g*, 4 °C for 10 min. Finally, the supernatant was injected into the LC-MS/MS system for analysis. UHPLC-MS/MS analyses were performed using a Vanquish UHPLC system (Thermo Fisher, Waltham, MA, USA) coupled with an Orbitrap Q Exactive^TM^ HF mass spectrometer (Thermo Fisher, Germany) in Novogene Co., Ltd. (Beijing, China). The raw data files generated by UHPLC-MS/MS were processed using the Compound Discoverer 3.1 (CD3.1, Thermo Fisher, Hercules, CA, USA) to perform peak alignment, peak picking and quantitation for each metabolite. The metabolites with VIP > 1, *p*-value < 0.05 and fold change ≥ 2 or FC ≤ 0.5 were considered to be differential metabolites.

### 4.8. Statistical Analysis

The data were evaluated by Duncan’s multiple tests in the ANOVA program of SAS (SAS Institute, Cary, NC, USA). Differences were considered significant at *p* < 0.05. Bar graphs were drawn using the GraphPad Prism 7.0 scientific software (San Diego, CA, USA).

## Figures and Tables

**Figure 1:**
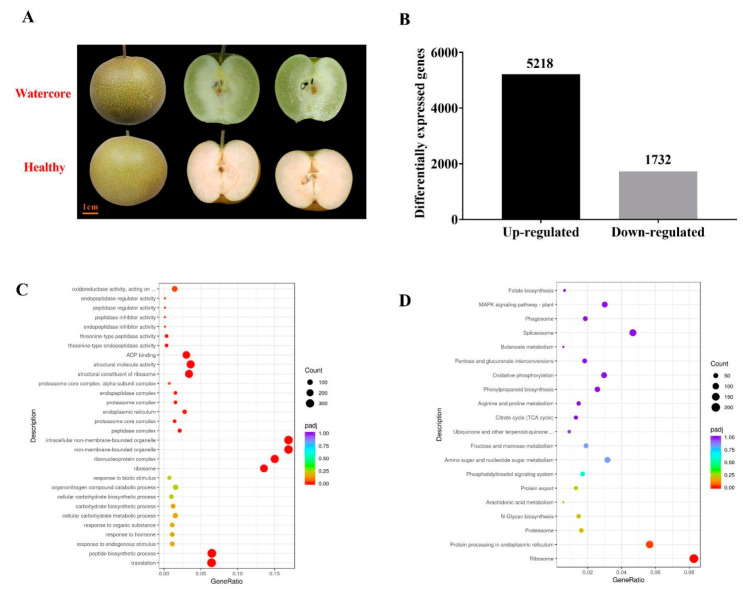
Watercore symptoms, number of DEGs, GO classification and KEGG enrichment of DEGs. (**A**)“Akibae” watercore symptoms; (**B**); Number of DEGs; (**C**) GO classification; (**D**) KEGG enrichment of DEGs.

**Figure 2:**
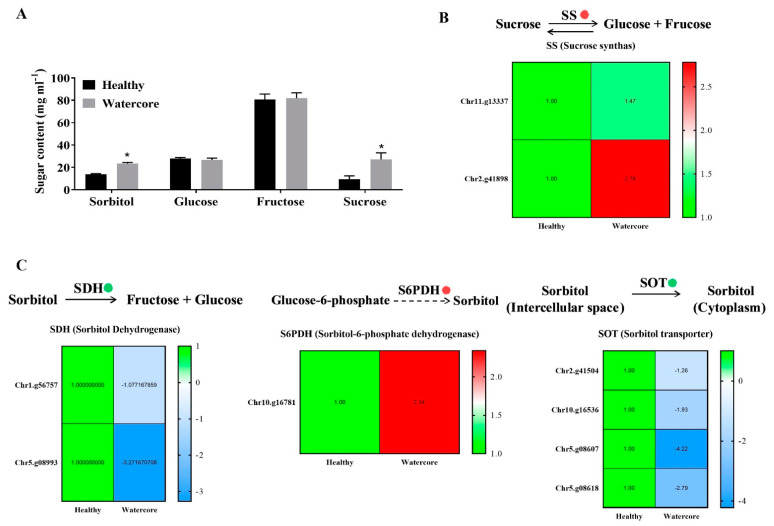
Changes of sugar components’ contents and their metabolism-related gene expression in watercore fruit. (**A**) Changes of sugar components’ contents; (**B**) Changes of sucrose synthas genes expression; (**C**) Changes of sorbitol degradation, synthesis and transport genes expression. The red and green circles refer to up- and down-regulation of gene expression, respectively. * The asterisk on the bars indicates significant differences between the watercore and healthy fruit at *p* < 0.05.

**Figure 3:**
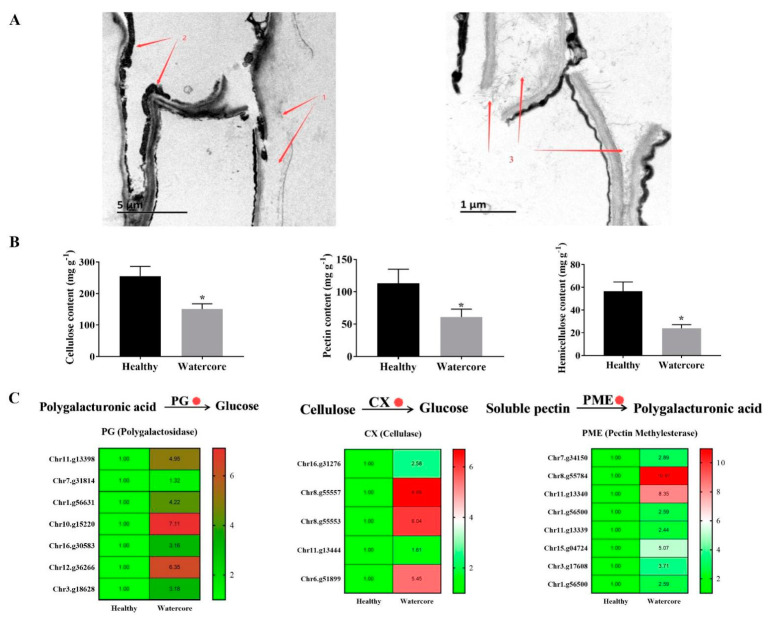
Transmission electron microscopy (**A**), cell wall components (**B**) analysis and their metabolism-related gene expression (**C**) in watercore fruit. Red 1–3 refer to cell wall, residual cytoplasm and cell wall cellulose, respectively. The red circle refers to up-regulation of gene expression. * The asterisk on the bars indicates significant differences between the watercore and healthy fruit at *p* < 0.05.

**Figure 4:**
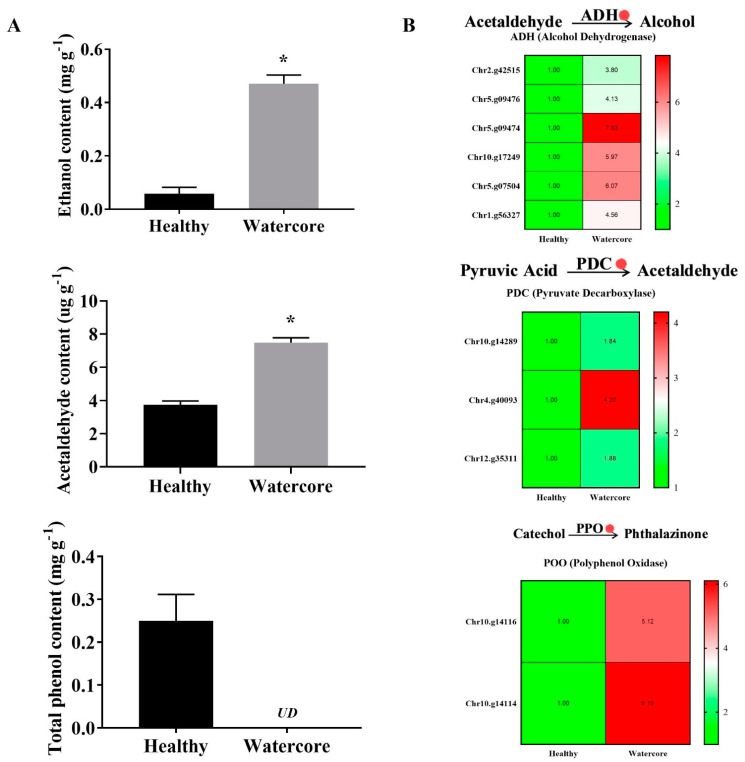
Analysis of ethanol, acetaldehyde and total phenols content (**A**) and their metabolism-related gene expressions (**B**) in watercore fruit. The red circle refers to the up-regulation of gene expression. The asterisk on the bars indicates significant differences between the watercore and healthy fruit at *p* < 0.05. UD: Not detected.

**Figure 5:**
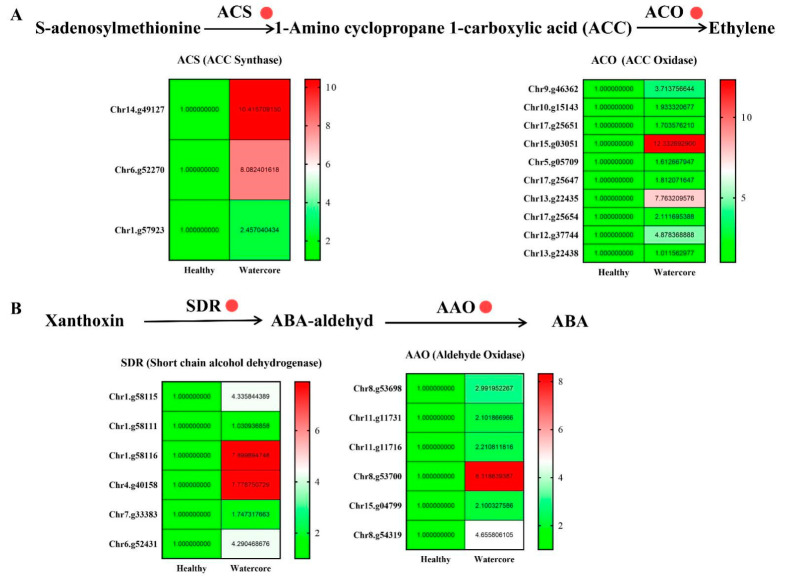
Analysis of ethylene (**A**) and abscisic acid (**B**) metabolism-related gene expression in watercore.

**Figure 6:**
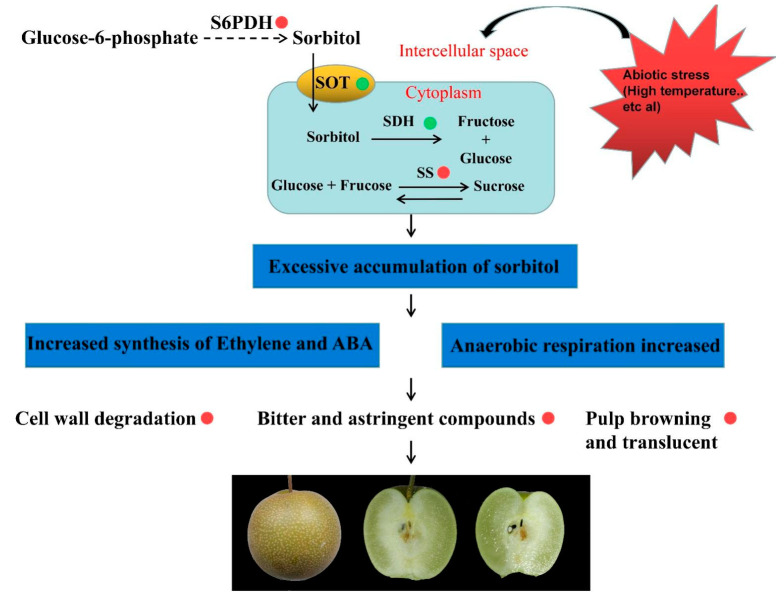
A proposed model of watercore negatively influencing pear fruit quality. The red and green circles refer to promoting and inhibiting related gene expression or metabolic pathways, respectively.

**Table 1:** Statistics of sequencing data of the all libraries.

Statistics of Sequencing Data of the Six Libraries							
Aample	Raw Reads	Clean Reads	Clean Bases	Q20	Q30	GC pct	Total Map
H1	48562128	46972728	7.05G	97.69	93.33	46.78	37245515(79.29%)
H2	45630384	44500836	6.68G	97.92	93.86	46.77	35360796(79.46%)
H3	45673436	44443428	6.67G	97.72	93.4	46.71	35184233(79.17%)
W1	46615168	45091376	6.76G	97.94	93.9	47.71	35310841(78.31%)
W2	47224788	45683826	6.85G	97.84	93.68	47.49	36054606(78.92%)
W3	44767010	43663154	6.55G	97.98	94	47.39	34841297(79.80%)

H1–H3 refer to three healthy fruit replicates; W1–W3 refer to three watercore fruit replicates.

**Table 2:** Different bitter-tasting metabolites in the watercore pulp.

Class of Metabolites	Compound	ID	Log_2_^Fold Change^
Amino acid	Histidine	Com_660_neg	2.73
	Arginine	Com_740_pos;	1.21
		Com_12391_pos	1.61
	Leucine	Com_7242_pos	1.39
	Isoleucine	Com_6_pos	1.06
	Phenylalanine	Com_17_pos	1.06
	Tryptophan	Com_30_pos	3.86
	Ysine	Com_2954_pos	1.28
Alkaloid	Guanosine monophosphate	Com_786_neg	1.24
	Xanthine	Com_4202_neg	2.69
	Indole	Com_500_pos	3.98
Flavonoid	Neohesperidin dihydrochalcone	Com_6076_neg	1.26
	Naringin dihydrochalcone	Com_3268_neg	2.54

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/article/10.3390/ijms22094911/s1.

# Supplementary material for: Transcriptome and Metabolome Analyses Provide Insights into the Watercore Disorder on “Akibae” Pear Fruit
**Source:** Int J Mol Sci. 2021 May 6;22(9):4911. doi: 10.3390/ijms22094911
**Supplement:** Supplementary file 1

Table S1. List of primers

| ID           | Forward                   | Reverse               |
|--------------|---------------------------|-----------------------|
| Chr12.g35872 | GAGCGCTGCAAATCGGAAAT      | TCGCAACATGGAGCAAAAAGA |
| Chr16.g29529 | CATTTGTGCACTCCCACAGC      | TGCTTTTGGATCGAGCACCT  |
| Chr15.g02360 | GGCCATGGTCCTTCCATCAA      | CCTACAGTGCGGCCATGTTA  |
| Chr16.g30736 | GCCGTGAGAGTACTCAGCAAA     | TGCGCTTAAACCCCATTTTGG |
| Chr4.g40405  | TGTTCTTCCTTCTACCCTTTCTACT | AGTTCACTGCTTAGCTCAGTT |
| Chr5.g06254  | CATGAAGGTGCCCCGAACATC     | TAATGGTTGCCCATCCAGCC  |
| Chr3.g18628  | AGCAAAGCTACACCCTGTCA      | CATGTTGATTGAGCCGGTCC  |
| Chr8.g55784  | TTGATCCTGCTGGATGGCTT      | AGTGTTTGATCCAGGACCAGT |
| Chr11.g13340 | TACCGACGCCGCTAATTTC       | CGGTGTAAGGCACTCCTGTT  |
| Chr8.g54319  | TCAGAGGCTGCTGGTTCTTG      | ACCCAGATGCCTTCACTTGG  |

How the deposited data were processed for this re-analysis (not part of the article)

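RNA from healthy and watercore pulp was sequenced in 3 libraries per group, and the comparison has only these 2 groups. According to the methods, the authors removed reads with adapters, poly-N or low quality and mapped the rest with Hisat2 to the *Pyrus betulifolia* genome. The deposited table lists genes by identifiers of another annotation on 1672 scaffolds. Its genome build and the tool that counted the reads are not given in the sources used here, nor whether a count is a read or a read pair. The authors deposited a count for each of 38969 genes in each library, without normalization. The deposited FPKM values are those counts divided by gene length and scaled for library size, and the scaling denominator of a library was constant across genes and followed the DESeq2 size factors rather than the plain total. The authors also deposited 1 signal column per group, a mean of counts scaled for library size, the log2 fold change of watercore against healthy pulp, the p-value and its Benjamini-Hochberg adjusted value, all from DESeq2. Every column with values per library was used, and the deposited comparison was used only to set it beside the fits made here.

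The totals per library lay between 14382020 and 15290688 counts. A gene at 0 counts in a group was given a floor of 3 counts over the group, and a ratio against 1 to 3 counts was given with an exact 95% interval. Medians and means of a list take genes at 0 counts in one group at this bound. Library sizes and gene-wise dispersion set the precision, with a biological coefficient of variation of 0.143 over all genes. The main test was the quasi-likelihood test of edgeR 4.0.16 under R 4.3.3, with TMM factors and the filter filterByExpr at its default, which left 21200 genes. A gene was called at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper. Sets of genes were tested with camera of limma 3.58.1 with a correlation of 0.01 on log2 CPM with a prior count of 2, for families with at least 3 tested genes, and beside it with fry and with camera under an estimated correlation. Ribosomal protein genes among called genes were tested with Fisher's exact test in scipy 1.17.1, against the tested genes. Tables were handled with pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

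The thresholds, the main test, the description patterns of 28 families and all alternatives were set before the data were examined, except those named here. The alternatives were DESeq2 1.42.0, RLE, upper-quartile and total-count scaling, no filter on low counts, at least 10 counts in every library, the replicate number as a block, glmTreat, no minimum fold change, offsets for gene length, limma on log2(FPKM + 1) with and without a minimum mean FPKM of 1 and on log2(FPKM + 0.1) with it, and each library left out in turn. Alternatives chosen after seeing the data were members taken by the whole description field instead of the product name, and gene length offsets for the ribosomal protein test. The comparisons planned for the paper's own gene identifiers could not be made, because 0 of the 70 are in the table, and the same counts were made for families by product name instead. The patterns match every gene whose product name holds them, so that some members need not have the function the family is named for, and how reads were split between similar genes is not known.

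Genes were named by a rule fixed in the same way, the 5 largest and the 5 smallest log2 fold changes among called genes with an average log2 CPM of at least 5 and all libraries of a group on one side. The rule for members of families was set after the table was opened: all called genes up to 5, otherwise the largest change in each direction, and the most abundant tested gene. LOC103946296, LOC103940401, LOC103951286, LOC103928387, LOC103940416, EXP2, XET2, PG1 and PME4 were chosen after their values were seen. Another 6 lists of genes (seed storage and oil body, ABA and dehydration response, defence response, senescence, cell division and proteasome) were written before they were tested but after the calls had been seen.

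The pipeline was tested on simulated data with 200 changed genes at an absolute log2 fold change of 2. edgeR recovered 95% of them and called 10 unchanged genes of 20815 tested, DESeq2 recovered 95% and called 11, limma on log2(FPKM + 1) recovered 84.5% and called 3, and glmTreat recovered 79% and called 2. A set of changed genes had a camera p of 5.0e-185 and a set of unchanged genes one of 0.86. The set of changed genes held only genes raised in the simulation. The simulated changes were as often up as down, and genes were drawn independently, without a trend with length. The data hold more higher than lower genes and a trend with length, and their genes may be correlated. The simulated rates therefore do not carry over to the data in these respects. The distance between replicates was checked by chi-square over genes with at least 20 counts in a pair. A comparison of 3 libraries against 3 has a smallest exact permutation p of 0.1, so that no single value was tested by permutation. Sugar contents, microscopy, cell wall components, ethanol, phenols, metabolites and qPCR values were not analysed here.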

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

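The values here were picked out because they are signals in genes that the paper does not discuss. The tests on the scaling of expansin and XTH genes, on the correlation between heat shock genes, on a single library for extensin-3-like, on seed tissue, on the response to abscisic acid, on chance and on a constant level of LOC103936788 were chosen as tests of an explanation only after the results were seen, although the estimated correlation and the fits without each library were themselves planned.

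The expansin genes were higher in watercore pulp as a set (camera, adjusted p = 3.0e-05 over 24 families), with all 14 tested genes called higher and a median log2 fold change of 2.47. EXP2 on NW_008989210.1, the most abundant, had a log2 fold change of 1.79 (adjusted p = 8.5e-07). A scaling error would move all genes alike, but the median of the family lay 2.47 above that of all other tested genes, where 10000 random lists of its size reached at most 1.54, which argues against scaling. With gene length offsets 14 were called, which argues against gene length. Reads moved between paralogs would leave the family's sum in place, but the sum was 3.19 times as high in watercore pulp. The xyloglucan endotransglucosylase (XTH) genes were higher as a set too (adjusted p = 1.8e-04), with 13 of 20 called higher, and XET2 on NW_008988924.1 had a log2 fold change of 5.47 (adjusted p = 8.3e-07). Its median lay 2.51 above that of all other tested genes, where 10000 random lists reached at most 1.24, 14 genes were called with gene length offsets, and the summed expression was 1.49 times as high. Cell wall loosening in watercore pulp is a candidate explanation for both families. Neither was past the threshold with an estimated correlation between genes (adjusted p = 0.330 for both), so that correlated members stay open, and contrasting ripeness of the fruit in each group was not tested.

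The heat shock genes were higher as a set by camera (adjusted p = 0.0310), with 22 of 53 called higher and 2 lower, and a median log2 fold change of 0.57. With gene length offsets 25 were called higher, which argues against gene length. With at least 10 counts required in every library, 41 of the genes stayed, 11 of them called higher and 2 lower, and the adjusted p by camera was 0.251, but this filter removes by construction genes near 0 in one group, so that it decides nothing about genes with low counts. With the correlation between genes estimated from the libraries the adjusted p was 0.530, and without healthy replicate 3 it was 0.0527 with the preset one, so that a shift of the family and correlated members cannot be told apart. The 6 libraries can be divided into 3 and 3 in 10 ways. Of these, 2, the real one included, had at least as many families past the threshold as the real division (7, with up to 9 in another). Every other division mixes libraries of both conditions in unequal numbers, so that part of the real difference stays in it. Such divisions cannot tell what chance gives, and chance stays open for the number of families.

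LOC103962745, an uncharacterized gene, was at least 1108-fold higher in watercore pulp, against a floor of 3 counts over the healthy group. No technical explanation was tested for this gene beyond the alternatives, and it stayed called in each one that tested it. Extensin-3-like LOC103935568 had a log2 fold change of 9.05, driven by watercore replicate 2. Without that library the value was 6.88, which argues against a single library as the whole source of the rise, although its size depends on that library.

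The globulin LOC103946294 (11S globulin seed storage protein 2-like) had a log2 fold change of 7.05 and 682 ± 59.8 CPM in watercore pulp. The 28 seed storage and oil body genes in the table had a summed expression 6.54 times as high in watercore pulp, which argues against reads moved between paralogs. By camera the list was higher (adjusted p = 0.0441, by fry 3.1e-06, with an estimated correlation 0.131). Of its genes 18 had a count in any library, and of its 12 tested genes 5 were called higher, among them the genes that led to the list. LOC103946296 (legumin B-like) had 102.1 ± 32.1 CPM in healthy and 456 ± 10.5 CPM in watercore pulp, so that a relative is expressed in healthy pulp too. Seed tissue in the watercore samples would raise other abundant seed transcripts, but the 15 oleosin and 2S albumin genes summed to 141 CPM in watercore and 152 CPM in healthy pulp. Their baseline in healthy pulp could hide a small share of seed tissue, and LOC103940401 (major oleosin NAP-II) rose from 0 counts to 1.20 ± 0.0305 CPM, at least 17.6-fold higher, so that seed tissue and expression in the pulp cannot be told apart. A response to abscisic acid and dehydration is a candidate explanation as well: its list was higher by camera (adjusted p = 0.0138, by fry 5.2e-05), with 27 of 106 genes called higher and 7 lower. With an estimated correlation the adjusted p was 0.131, which keeps this explanation open.

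Among the lower genes, LOC103936791 had a log2 fold change of −6.86 and the overlapping LOC103936788 one of −5.32. If one gene were made up of reads of the other, their ratio would be alike in all libraries, but LOC103936791 over LOC103936788 was 0.394 to 0.454 in healthy libraries and at most 0.197 in watercore libraries. This argues against one gene made up of the reads of the other alone. At the healthy ratio, the reads that LOC103936791 would bring leave LOC103936788 at a mean of 2.92 CPM in watercore libraries, a level that healthy libraries could hold too, so that a fall of both genes and a fall of LOC103936791 alone, with shared reads beside a constant level of LOC103936788, cannot be told apart. No biological explanation was tested. LOC108865894 (−3.25), LOC103945091 (−3.13) and LOC103948019 (−3.06) fell in all watercore libraries below all healthy ones, and each stayed called in every alternative that tested it.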

How the results depend on the processing

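The membership by the whole description field and the gene length offsets for the ribosomal protein test were chosen after seeing the data, and the other alternatives were set before. The comparisons planned for the paper's own gene identifiers were not run, since the table holds none of them. Alternatives that drop a gene or leave a family with too few members give no value for it.

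The number of higher genes, 3730 at first, was 2205 with at least 10 counts required in every library, 2463 with glmTreat, 2123 on log2(FPKM + 1) with a mean FPKM of at least 1, 2313 on log2(FPKM + 1) without a filter, and 6840 with no minimum fold change. The number of lower genes, 1599 at first, was 1047, 564, 817, 824 and 6435 under the same 5 alternatives. The first filter removes by construction the genes near 0 in one group, glmTreat is stricter by construction, and for the FPKM values the cause was not tested. Under the other alternatives both numbers stayed within 1.5 times the first value, and higher genes outnumbered lower ones in each alternative. With the replicate number as a block, 3716 genes were higher and 1560 lower, 3664 and 1534 of them among the first calls. The replicate numbers do not pair the libraries, since the deviations of equally numbered libraries had correlations across genes of 0.0369, 0.0027 and −0.0026. With each library left out in turn, 3215 of the higher and 1115 of the lower genes stayed called in all 6 fits.

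For the gene families, with at least 10 counts required in every library the number of higher genes was 3 for AAO (7 at first), 5 for ACO (8), 1 for ACS (4), 1 for ADH (3), 3 for PG (7), 4 for PME (7) and 1 for SDR (2), and that of lower SOT genes was 1 (2 at first). This follows from the filter, which leaves fewer genes. DESeq2 called 6 CX (3 at first) and 5 ADH genes higher, and no filter on low counts gave 8 CX and 5 ADH genes, since both test more genes. With glmTreat and with gene length offsets 0 SDH genes were lower (1 at first), and with those offsets 4 SDR genes were higher. For the offsets the cause was not tested. On log2(FPKM + 1) with a mean FPKM of at least 1, 1 CX, 3 PME, 4 PG and 1 ACS genes were higher. On log2(FPKM + 0.1) with that minimum it was 4 PME, 4 PG and 1 ACS genes, and on log2(FPKM + 1) without a filter 1 CX and 4 PME genes. For the FPKM values the cause was not tested here either. No minimum fold change gave 4 SS, 11 PG, 5 ADH and 6 SDR genes higher, and 5 SDH and 4 SOT genes lower. By the whole description field, which takes in more genes, 18 CX, 12 ADH and 8 SDR genes were higher. Leaving out each library in turn gave 3 to 5 higher CX genes (5 without healthy replicate 1, 2 or 3 and without watercore replicate 2) and 0 to 1 higher PPO genes (1 without healthy replicate 3), and the cause was not tested. Of 310 family counts in the paper's direction over all alternatives, 268 stayed within 1.5 times the first count.

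For the ribosomal protein genes among the lower genes, the odds ratio of 1.42 was 1.45 with at least 10 counts in every library (Fisher's exact test, p = 0.0521) and 0.71 with gene length offsets (p = 0.154), where it reversed. Leaving out each library gave 1.24 to 1.88, with p above 0.05 without healthy replicate 1 (1.24) and without watercore replicate 2 (1.26). The deficit among the higher genes stayed past the threshold in all its alternatives (odds ratio 0.0691 to 0.163). The number of families past the threshold by camera, 7 at first, was 18 by fry, 0 with an estimated correlation, 4 with at least 10 counts in every library and 5 to 11 with each library left out (11 without healthy replicate 1). The cause was not tested. For ACS the adjusted p was 0.0554 with the replicate block. By the whole description field the PG family (adjusted p = 0.0530) and the heat shock family (0.186) no longer passed by camera.

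Of 64 named genes, 53 were called, and 40 of these stayed called in every alternative that tested them. Over 1172 values of named genes, 1110 kept their direction and side of the threshold, 50 lost it, 10 gained it and 2 reversed. The reversals were those of LOC103951141, at −0.06 at first, which was 0.0016 with at least 10 counts in every library and 0.11 with gene length offsets, in no case past the threshold. The depth of 14382020 to 15290688 counts limits genes near the floor: 213 called genes had 0 counts in all healthy libraries and 17 in all watercore libraries, and their fitted fold changes are not measured values.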

Differences from the paper's values

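The tests here compare numbers from another annotation than the paper's, so that a family by product name is not the same list as the paper's, and no cause of a difference was tested. The alternatives named were set before the data were examined, except where another choice is stated. A number is said to come within the paper's when neither is more than 1.5 times the other.

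The paper's Table 1 gives 35184233 to 37245515 mapped reads per library for healthy and 34841297 to 36054606 for watercore pulp, and the deposited counts sum to 14382020 to 14871188 and to 14431337 to 15290688. These are different measures, since counts on genes leave out reads elsewhere and the unit of a count is not stated, and no alternative applies.

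The paper's Results give 2 lower sorbitol dehydrogenase genes and its Discussion gives 3, and 1 was lower here. In the alternatives it was 0 or 1, except with no minimum fold change (5), and none came within either of the paper's numbers. For sorbitol transporters the number of lower genes is 4 in the paper's Results and 2 in its Discussion, and 2 were lower here, as in the Discussion. DESeq2 (3), no filter (3), no minimum fold change (4) and leaving out healthy replicate 1 or 2 or watercore replicate 2 or 3 (3 each) come within the number in the Results, and the other alternatives do not. The paper reports 5 higher cellulase genes, and 3 were higher here. DESeq2 (6) and leaving out healthy replicate 1, 2 or 3 or watercore replicate 2 (5 each) come within it, and the others do not. The paper's number of higher alcohol dehydrogenase genes is 6, and 3 were higher here. DESeq2, no filter and no minimum fold change (5 each) and gene length offsets (4) come within it, and the others do not. The paper reports 2 higher polyphenol oxidase genes, and 0 were higher here, with 1 without healthy replicate 3 and 0 in all other alternatives. The paper's number of higher short-chain dehydrogenase genes is 6, and 2 were higher here, none of them named as xanthoxin dehydrogenase. No minimum fold change (6) and gene length offsets (4) come within it, and the others do not. Members taken by the whole description field, an alternative chosen after seeing the values, gave 8, and how many of the paper's own genes it drops cannot be counted, since the table holds none of the paper's identifiers.

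Where the paper states that sorbitol dehydrogenase and sorbitol transporter genes fell, 4 tested genes of the first family and 7 of the second were higher here, while 1 and 2 were lower, although the summed expression of sorbitol dehydrogenase fell. The 7 higher transporter genes had means of at most 0.661 CPM in healthy pulp, where they lay near the floor. The paper states that polyphenol oxidase rose, while LOC103944298 had a log2 fold change of −0.60 here and LOC103927236 one of 0.42. The paper names 1 rising gene of sorbitol synthesis, and here 1 rose and LOC103967955 fell by 2.50 on the log2 scale. The comparison that the authors deposited holds 4311 higher and 1610 lower genes at the paper's thresholds, and the paper's numbers are 5218 and 1732. The paper reports ribosome terms among the most enriched of all its called genes. Here ribosomal protein genes held a smaller share of all 5329 called genes than of the tested genes. They were in excess among the lower genes only, and some alternatives lost that excess.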

Other observations

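The tests of chance, of scaling for the ribosomal protein genes, of gene length for the larger number of higher genes, of skin, of RNA integrity and of gene length among genes of like abundance were chosen only after the results were seen.

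More genes were higher than lower in watercore pulp (3730 against 1599, 70.0% higher). The share was 81.4% with glmTreat but 51.5% with no minimum fold change (6840 against 6435), so that the excess is one of large changes. A shift of all genes by 0.295 on the log2 scale would equalise these numbers. The medians under any 2 scalings tried differed by at most 0.0381, but these scalings place most genes near 0. No scaling moves a count of 0. Yet 144 genes were at 0 in all healthy libraries and at 1 CPM or more in all watercore ones. The reverse held for 11 genes, which argues against scaling as the source of the excess among these genes. For the other genes a common shift from scaling and a real excess cannot be told apart. With the tested genes in 3 equal classes by mean CPM, 70.5% of calls were higher in the highest class, 62.7% in the middle and 73.8% in the lowest, which argues against low counts as the whole source, and with gene length offsets 73.5% were higher, which argues against gene length. Of the 10 divisions of the libraries into 3 and 3, 1 gave as many higher and 1 as many lower genes, the real one, and the others gave at most 1 called gene. With 3 libraries per group this share cannot fall below 10%, so that it cannot decide about chance by itself. Of all genes tested, 69.2% had all libraries of the groups apart, where chance gives 10%. This argues against a chance division of like libraries as the source of the calls. The watercore condition stays a candidate explanation.

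Shorter genes were lower and longer genes higher. With the tested genes in 5 classes by length, the median log2 fold changes were −0.37, −0.19, −0.04, 0.10 and 0.38, with 707 higher and 578 lower genes in the shortest and 901 and 116 in the longest class. Without ribosomal protein genes the shortest class stood at −0.32, so that these genes are not the source of the trend. The difference between the shortest and longest class was −0.06 to 0.10 in single healthy libraries and −0.76 to −0.60 in watercore libraries, each against the healthy mean. All watercore libraries share it, so that a difference in RNA integrity, or another length bias of the libraries, and a biological change of short genes cannot be told apart. It may have moved the log2 fold changes of short and long genes by amounts of this size.

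The ribosomal protein genes had a median log2 fold change of −0.61. Over 10000 length-matched lists of other genes the median was −0.28 with none below −0.47, and over 10000 lists matched on length and mean CPM it was −0.29 with none below −0.43, which argues against gene length as the whole source, also among genes of like abundance. A scaling error would move all genes alike, but the median differed from that of all other tested genes by −0.63, where 10000 random lists of the same size reached at lowest −0.16, which argues against scaling. With gene length offsets the median was −0.28, so that length may account for part of the fall, and the excess among lower genes did not survive those offsets (odds ratio 0.71).

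More genes had counts in watercore libraries. At an equal total of 14382020 counts, watercore libraries held 27120 to 27248 genes and healthy libraries 24707 to 25090, a gap of at least 2030, which argues against depth. Of 12095 genes at 0 in all healthy libraries, 739 had 10 or more watercore counts, against 0.56 under an even background of reads, which argues against that background for these genes. Another 2525 had 1 to 9 counts, with a median length of 1312 bases against 912 for the 8831 genes still at 0, and for these an even background and low expression cannot be told apart, since longer genes gather more reads in either case. Different genotypes would leave genes silent in either group, but only 11 genes were at 0 in all watercore libraries and at 1 CPM or more in all healthy ones, against 144 the other way, which argues against a symmetric difference of genotype. An unequal share of skin, which the labels name as the organ although they give pulp in the treatment, was tested by the cuticle and wax genes (camera, adjusted p = 0.633, by fry 0.0110, with an estimated correlation 0.751). Of 13 tested genes 5 were called higher and 1 lower, and the summed expression was 1.29 times as high in watercore pulp, with all libraries of the groups apart. A larger share of skin would raise these genes, and so would a change within the pulp, so that the 2 cannot be told apart.

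The S6PDH genes LOC103966946 and LOC103967955 changed in opposite directions. Reads moved between them would leave their sum in place, but it was 0.406 times the healthy sum in watercore pulp. This argues against moved reads as the whole source. A real fall of LOC103967955, with some of its reads moved to LOC103966946, would lower the sum too. The sum therefore cannot decide whether the rise of LOC103966946 is real. The NCED gene LOC103951286 was lower (log2 fold change −1.07, adjusted p = 0.0020) while 7 aldehyde oxidase genes were higher. With at least 10 counts in every library it was −1.01, but its own counts of 42 to 118 pass that filter unchanged, so that this decides nothing about low counts. It lost the call without healthy replicate 2 (−0.98) and without watercore replicate 1 (−0.94). Most of the 7 aldehyde oxidase genes were named as the GLOX type, and none as acting in ABA synthesis. No biological explanation was tested for the opposite directions of the NCED gene and the aldehyde oxidase genes.

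Of the other lists, defence response genes were higher (camera, adjusted p = 5.4e-14, by fry 8.6e-06, with an estimated correlation 0.0475), with 74 of 112 called higher and 2 lower. Senescence genes were higher by camera (adjusted p = 0.0141, by fry 1.2e-04, with an estimated correlation 0.131), with 5 of 9 called higher, among them LOC103928387 and LOC103940416 (SENESCENCE-ASSOCIATED GENE 21) at 3.92 and 5.79 on the log2 scale, the second at 6.48 without healthy replicate 1. The proteasome genes were lower (adjusted p = 2.8e-07, by fry 1.1e-04, with an estimated correlation 0.131), with a median log2 fold change of −0.39 and only 3 of 67 called lower and 2 higher, and cell division genes did not pass by camera (adjusted p = 0.235, by fry 5.0e-04, with an estimated correlation 0.227), with 4 of 45 called higher and 7 lower.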
